A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

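Tail DNA of 8 mice of the 20mGyF family, which was the sire, the dam and 6 progeny, was hybridized against DNA of 1 reference male on custom Agilent arrays, 2 arrays per mouse with the dyes swapped. Groups were taken from the labels, which name the animal in each channel. The files hold the scanner output of each array after Feature Extraction 10.7.1.1, with probe positions on mm9 (NCBI37). Per the file headers, the intensity values of both channels had been background-subtracted and dye-normalized linearly, with a lowess term of 0. The log10 ratios that the authors deposited in these files are log10 of the red (Cy5) over the green (Cy3) processed signal. The table of processed values that the authors deposited for the whole series holds log2 ratios of the same arrays. Set against the scanner values it ran as reference over mouse, with r between -1.00 and -0.996 and slopes between -1.00 and -0.992 over 16 arrays, so that its scale and direction could be found. How it was centred is not given in the sources used here. Its column medians, with the mouse in Cy5 and then in Cy3, were -0.0023 and 0.014 in the sire, -8.74e-05 and 0.017 in the dam, -7.97e-05 and 0.012 in progeny 1, -0.0042 and 0.017 in progeny 2, -0.0034 and 0.020 in progeny 3, -0.0058 and 0.014 in progeny 4, -0.0046 and 0.012 in progeny 5 and -0.0054 and 0.014 in progeny 6.

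The log10 ratios were converted to log2, turned to mouse over reference and centred on the autosomal median of each array, with no loess and no quantile normalization. Control features were left out, as were features marked as outliers or saturated and features whose ratio was exactly 0. Leaving out saturated features was fixed before the data were examined, and keeping the marked features is among the alternatives. Of 966371 features, 113 to 423 were marked on each array. Features of the same probe were averaged, which gave 950749 probes. The share of features not well above background in both channels ranged from 0.925% to 13.3% of an array, and the number of arrays limits the precision of all values.

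A probe was positive when both arrays of a mouse had a log2 ratio over 0.8 in size with the same sign, a condition on the sign added here to the thresholds of the study, or when it and an adjacent probe had all their ratios over 0.5. For comparison the same rule was applied after turning the sign of 1 array, which cancels copy changes but adds up any dye bias common to the arrays. Runs of adjacent positive probes of 1 sign made a region, Type S with 1 probe and Type L with 2 or more. A region was private when in every other mouse its mean was within 0.25 of 0 or had the opposite sign. It was a de novo candidate when no array of a parent passed 0.5 in the same direction at any of its probes. A progeny carried a parental Type L region when its mean was over a share of 0.5 of the mean of the carrying parent. Counts over the progeny were tested by a Monte Carlo multinomial test of 100000 draws, which covers counting error only, the transmitted share by an exact sign-flip permutation over the 6 mice, and shares of counts carry 95% Clopper-Pearson intervals. Windows of 100 kb with 10 or more probes were compared between progeny and parents by limma (lmFit and eBayes) on the mean of the arrays of each mouse. The planned comparison was gene by gene, and windows took its place because no gene is paired here with a probe in the build of the arrays. For the same reason the planned gene lists and the markers of other cell types were not analysed here, nor was a correction for GC content, and no gene is named. Positions are given as in the files, without conversion between builds.

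The rule for the regions named in the text was fixed before the data were examined, as were the tests and thresholds above, apart from the 100 kb windows. The windows took the place of genes, in the limma comparison and in this rule, after the data had been seen. The rule took the 10 Type L regions with most probes over all mice, the 10 Type L de novo candidates with most probes, the 10 Type S de novo candidates with the largest mean ratio and at most 4 from 1 mouse, the 10 regions of 1 parent with most probes, and the windows with the smallest adjusted p. Ties in the number of probes were ordered by the size of the ratio, or by position for the regions merged over mice. The 4 shared regions, on chromosomes 4, 15, 9 and 12, came from an added scan chosen after the data had been seen. It took a running median over 9 probes of the mean of the arrays and kept runs of 5 or more windows past 0.4 in size. Means over 8 probes, 7 probes at 0.4, 9 probes at 0.4 and 9 probes at 0.35 had been tried before, and the minimum run was set when the shared regions were already known. Without it, 9 probes at 0.4 gave 35 regions in progeny 3 and 2 to 6 in the other mice, against 341 and 10 to 74 when the difference of the arrays of a mouse divided by 2, in which a copy change cancels, was scanned. With it, the scan gave 2, 3, 2, 2, 3, 2, 3 and 4 regions in the sire, the dam and progeny 1 to 6, against 1, 2, 0, 0, 25, 1, 4 and 3 in that scan of differences. That scan of differences also holds the dye bias common to the arrays, so it is not a background of noise alone. The 4 regions rest on their recurrence in several mice.

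The 16 arrays were scanned on 4 days with 4 arrays each, the parents on the first, progeny 1 and 2 on the second, progeny 3 and 4 on the third and progeny 5 and 6 on the fourth. The alternatives were normexp (offset 50) on median signals, since mean signals were not used here, the authors' value table, marked features kept, dim probes left out, no centring, other thresholds, gaps allowed in regions, each dye orientation on its own, and leaving out each mouse in turn. Added after the data had been seen were the windows themselves, scan day as a random block, windows with any number of probes, the counts without progeny 3, the running median, mismatched array pairs and the transmitted share without the chromosome 3 region.

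The limma comparison and the rule for de novo candidates were tested on simulated data or on changes added to the real arrays; the private regions, the running median and the sex chromosome ratios were not. In the limma comparison of progeny and parents, a shift of 0.30 planted in 200 of 23313 windows was found in 99% of them with 15 false calls, and a shift of 0.58 (3 copies) in 100% with 2 false calls. The shift was added to every progeny over the whole window, with noise drawn independently for each mouse. These shares therefore give no sensitivity for a change in only some progeny or one shared with a parent. The analyses used R 4.3.3, limma 3.58.1, data.table (version 1.17.8), Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.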

Results

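Genomic DNA from 8 mice of 1 family, the 20mGyF family, was compared with DNA of 1 reference male by array comparative genomic hybridization (array CGH), in which labelled DNA of a mouse and of the reference compete for the same probes and the ratio of the signals follows the copy number. The family consisted of the sire, the dam and 6 progeny, all C57BL/6J/Nrs mice sampled from the tail. Each mouse was hybridized on 2 arrays with the dyes swapped, 16 arrays in all, and the 2 arrays of a mouse were counted as 1 replicate. The arrays held 950749 different probes, of which 950622 lay on autosomes with a median spacing of 2053 bp, 68 on the X chromosome and 23 on the Y chromosome. The labels describe the father in conflicting ways, as a male exposed to gamma rays at 20 mGy per day for 400 days in the title of the series and as not irradiated in its design text. The paper lists a mouse of this family in its irradiated group. No family of the other kind was analysed here, so no comparison between irradiated and control mice was made, and the values below describe 1 family. The number of arrays limits the precision of every value.

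The first question was which copy number differences from the reference the parents carried and which progeny carried them too. A gain of 160.1 kb on chromosome 4 (mm9, 101110482 to 101270535, 74 probes) was present in the sire and in all 6 progeny and was not seen in the dam. Its mean log2 ratio, given throughout as mouse over reference, was 0.98 in the sire, 0.01 in the dam and 0.58 ± 0.02 (SD, n = 6) in the progeny, the lowest being 0.55 in progeny 4 and the highest 0.61 in progeny 5. For a reference with 2 copies, 3 copies give a log2 ratio of 0.58 and 4 copies give 1. The value table that the authors deposited runs in the opposite direction, reference over mouse.

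The dam carried 3 further regions that recurred in some of the progeny. A loss of 35.8 kb on chromosome 15 (75929027 to 75964798, 17 probes) had a mean log2 ratio of -0.78 in the dam, -0.82 in progeny 2, -0.96 in progeny 3, -0.88 in progeny 5 and -0.81 in progeny 6, against -0.02 in the sire and -0.06 in progeny 4, with progeny 1 nearer to 0 than either. A gain of 35.9 kb on chromosome 9 (108635444 to 108671330, 16 probes) had a mean of 0.58 in the dam, 0.57 in progeny 4, 0.55 in progeny 5 and 0.52 in progeny 6, against -0.12 in the sire, -0.01 in progeny 1, -0.05 in progeny 2 and -0.04 in progeny 3. A loss of 17.8 kb on chromosome 12 (114953499 to 114971279, 7 probes) had a mean of -0.74 in the dam, -0.72 in progeny 1 and -0.64 in progeny 3, and the other mice lay between -0.05 and 0.12. On each array of the carrying mice these 4 regions moved in the same direction; in the chromosome 12 region, for example, the dam had -0.81 with the mouse in Cy5 and -0.68 with the mouse in Cy3. The 4 regions were found by a running median over 9 probes that was chosen after the data had been seen. The same scan called 2 regions in 1 mouse only, a loss on chromosome 8 (99723943 to 99732677) in progeny 6, whose arrays gave -0.85 and -0.23, and a loss on chromosome 12 (95920284 to 95930757) in the sire, whose arrays gave -0.80 and -0.22.

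**Figure D1:**
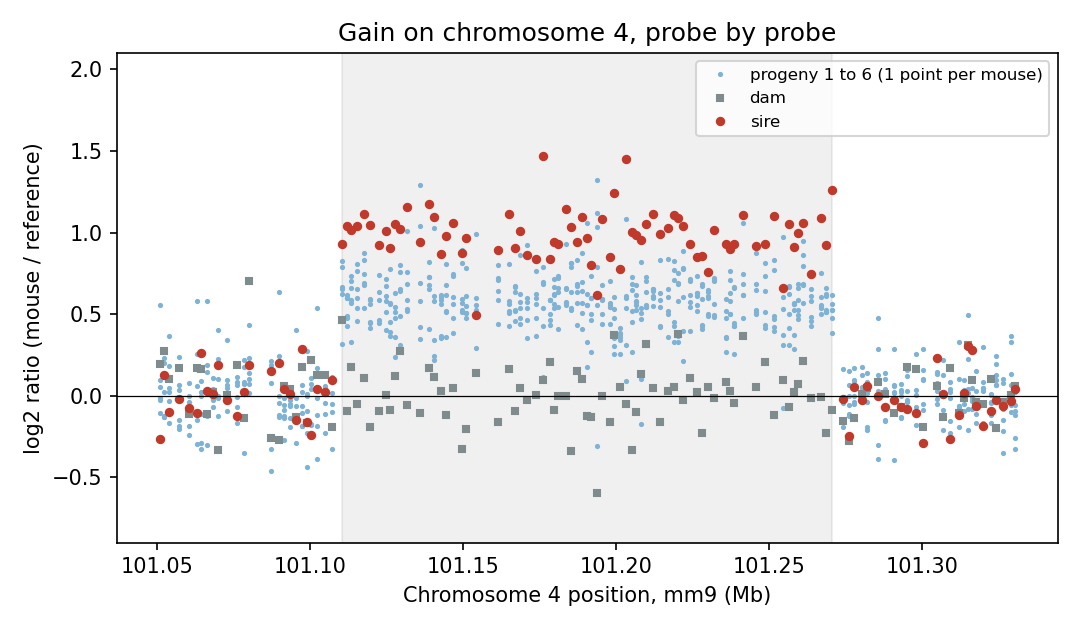
Log2 ratio of each probe (vertical axis, mouse over reference) against its mm9 position on chromosome 4 in Mb (horizontal axis), for the sire, the dam and the 6 progeny, with the 74-probe gain shaded. Within the shaded stretch the sire averaged 0.98, the progeny 0.58 and the dam 0.01.

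**Figure D2:**
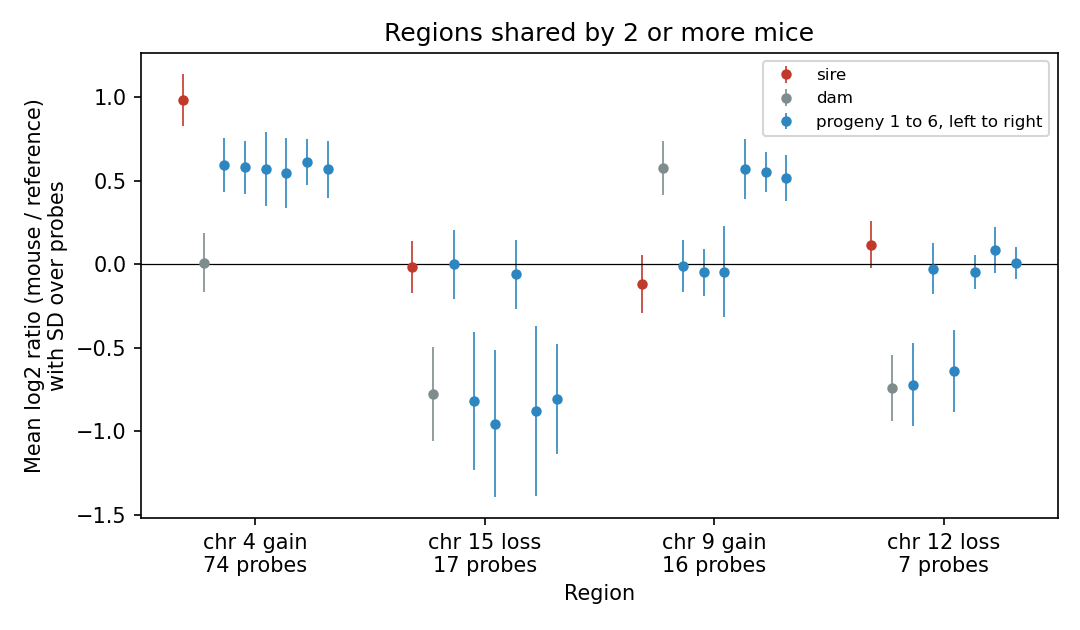
Mean log2 ratio (vertical axis, mouse over reference) of each of the 8 mice over the 4 regions found in more than 1 mouse (horizontal axis), with bars for the SD over the probes of the region. The chromosome 4 gain of the sire is seen in all 6 progeny, while the 3 regions of the dam are seen in 4, 3 and 2 progeny.

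The sex chromosomes were compared with those of the male reference as a check of each mouse. The dam, progeny 5 and progeny 6 had median X ratios of 0.96, 0.95 and 0.96 and median Y ratios of -3.29, -2.63 and -2.99. The sire and progeny 1, 2 and 3 had X ratios from -0.04 to 0.02 and Y ratios from -0.09 to 0.00. Progeny 4 had the X ratio of the males, -0.01 with an interquartile range over 68 probes from -0.08 to 0.09, and the Y ratio of the females, -3.07 with an interquartile range over 23 probes from -3.45 to -1.83. Both of its arrays showed this, with X ratios of -0.08 and 0.06 and Y ratios of -3.40 and -2.65. The Y probes covered only the stretch from 731532 to 2148615, and the Y ratios of mice without Y signal depend on background, since without probes that were not well above background the Y ratio was -1.41 in progeny 4 and -1.20 in the dam. With signals corrected by normexp these ratios shrank, to -0.39 for Y in progeny 4, -0.28 for Y in the dam and 0.50 for X in the dam.

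**Figure D3:**
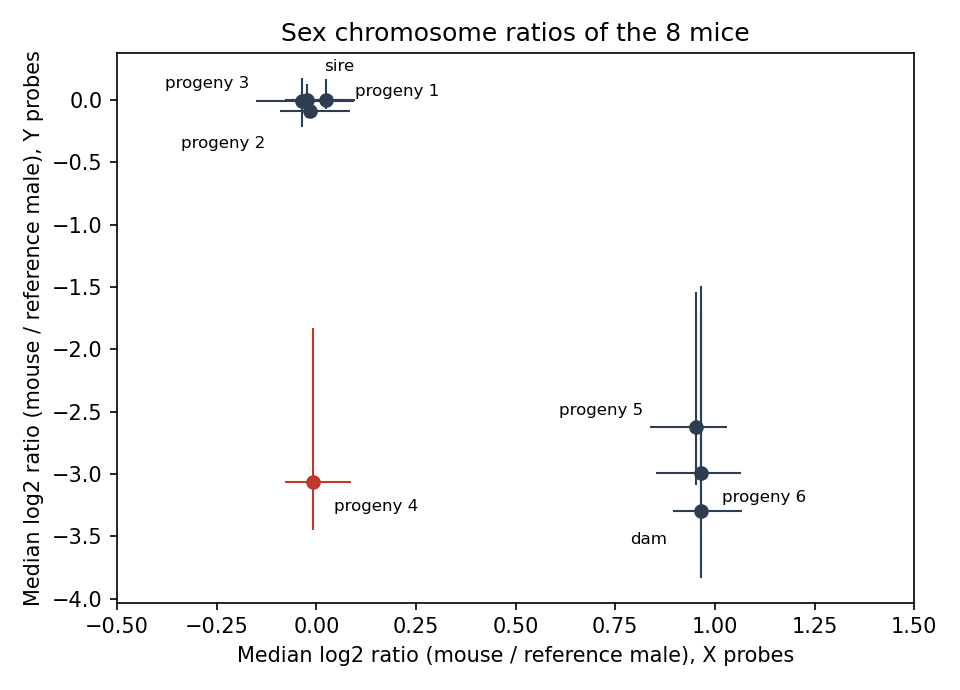
Median log2 ratio over 23 Y probes (vertical axis) against the median over 68 X probes (horizontal axis) for each mouse, with bars for the interquartile range over probes. Progeny 4 lies at -0.01 for X and -3.07 for Y, apart from the mice with an X ratio near 0.96 and from the mice with a Y ratio near 0.

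Single probes were then scored with the rule of the study's methods, by which a probe is positive when both arrays of a mouse pass a log2 ratio of 0.8 in size, or when it and its neighbour pass 0.5 on both arrays. The methods as read here state no condition on the sign, and the condition that the arrays have the same sign after turning was added here; in the sire, for example, 1425 probes passed 0.8 on both arrays and 364 of them with the same sign. Positive autosomal probes numbered 395 in the sire and 520 in the dam, and 398, 340, 2298, 549, 723 and 450 in progeny 1 to 6. Losses made up 134 of those of the sire and 148 of those of the dam, and 248, 167, 868, 377, 537 and 314 of those of the progeny. Most positive probes were found in 1 mouse only, 2412 as losses and 2507 as gains. With the sign of 1 array turned, so that copy changes cancel while a dye bias common to the arrays adds up, the same rule called 1213 probes in the sire, 1167 in the dam and 998, 861, 5271, 1517, 2293 and 1383 in the progeny, more than the count without turning in all 8 mice, and because of the dye bias this is not a background of noise alone. Of the probes past 0.8 on both arrays, the share with the same sign ranged from 25.5% in the sire (95% Clopper-Pearson interval 23.3 to 27.9) to 32.3% in progeny 3 (31.2 to 33.4), below the 50% that independent noise gives. Over all mice the share was 29.4%, but it was 49.8% with normexp correction and 10.8% with dim probes left out. Across all autosomal probes the 2 arrays of 1 mouse correlated negatively, with r from -0.30 to -0.18, while arrays of different mice with the same dye orientation had r from 0.17 to 0.44; these correlations are across probes, which are not independent replicates. The arrays of progeny 3 were the dimmest, with 13.3% and 6.22% of features not well above background and a median green signal of 74.5 and 88.

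Adjacent positive probes formed 328 regions in the sire and 494 in the dam, and 385, 322, 2214, 527, 698 and 428 in the progeny. Regions of 2 or more probes (Type L) numbered 8 in the sire, 20 in the dam and 11, 11, 81, 19, 15 and 12 in the progeny, and all others were single probes (Type S). The Type L regions with most probes were pieces of the shared regions above: 39 probes (101154060 to 101235875) and 20 probes (101110482 to 101150934) of the chromosome 4 gain, which the rule split into 5 pieces, and 10 probes (75929027 to 75949974) of the chromosome 15 loss. Of the other pieces of the gain, that of 6 probes (101254655 to 101263826) was called in the sire and progeny 6, that of 5 probes (101238548 to 101251872) in the sire and progeny 1, 3 and 5, and that of 3 probes (101266998 to 101270535) in the sire. A loss of 4 probes on chromosome 3 (25417435 to 25444229) had a mean of -1.64 in the dam, -1.47 in progeny 4, -1.51 in progeny 5 and -1.48 in progeny 6, and lay between -0.07 and 0.05 in the other mice. Without progeny 3 the positive probes of the family fell from 5673 to 3375 and its regions from 5396 to 3182, and with dim probes left out they fell to 618 and 465.

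Regions positive in 1 mouse, with all other mice close to 0 or of the opposite sign, were counted in the same way in parents and progeny. The sire had 30 and the dam 37 such private regions, and progeny 1 to 6 had 24, 21, 485, 41, 62 and 36. Equal counts over the 6 progeny were rejected (Monte Carlo multinomial test, 100000 draws, one-sided, p = 1e-05, the smallest these draws can give), and also without progeny 3 (p = 2e-05 by the same test). The test sets the progeny against counting error alone, so that unequal noise of the arrays also rejects it. Apart from progeny 3, the range of the progeny enclosed both parents. With dim probes left out the family total fell from 736 to 69, without progeny 3 to 251, and with normexp correction to 0, which leaves nothing to test. Normexp also shrank the X ratio of the dam from 0.96 to 0.50, while the thresholds stayed as they were. A lower count with normexp therefore does not show that the calls were noise.

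The study's family analysis asks which changes are present in an offspring and absent in both parents. Candidates of this kind numbered 140, 93, 1056, 213, 360 and 183 in progeny 1 to 6, 2045 in all, of which 104, 50, 453, 163, 303 and 135 were losses. Type L candidates were found in progeny 3 (30), progeny 4 (4) and progeny 5 (2), all of exactly 2 probes, and none in progeny 1, 2 and 6. Equal counts over the progeny were rejected (Monte Carlo multinomial test, one-sided, p = 1e-05, the smallest 100000 draws can give), with and without progeny 3, again against counting error alone. Only the first array screen was used here, so these candidates were not filtered by the second array or the quantitative PCR of the study. Nor were they picked by its software or, for small changes, by visual inspection of the plots. After all its steps the study listed no Type L change for any mouse of this family. Arrays of different progeny paired with each other, a comparison added after the data had been seen, gave 103 to 533 candidate probes, against 93 to 1118 for the arrays of 1 progeny. With dim probes left out, 14, 13, 46, 22, 39 and 15 candidates were left, and with normexp correction 1 in all, too few to test for equal counts. As with the private regions, normexp shrank the ratios under unchanged thresholds, so its count does not show which candidates were false.

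**Figure D4:**
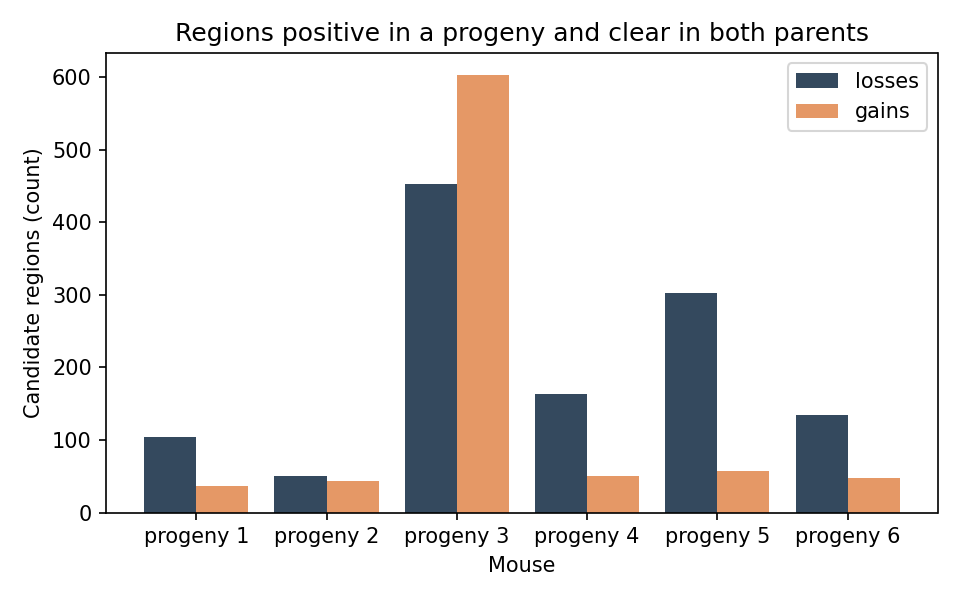
Number of candidate regions (vertical axis) positive in a progeny and clear in both parents, as losses and gains, for progeny 1 to 6 (horizontal axis). Progeny 3 had 453 losses and 603 gains, and progeny 5 had 303 losses and 57 gains.

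Among the Type L candidates, the loss with the largest ratio lay on chromosome 19 (39157840 to 39161740) in progeny 5, with -1.37 and -1.28 on its arrays and a mean of 0.31 in the sire and 0.46 in the dam. The largest gain lay on chromosome 9 (55968823 to 55971459) in progeny 3, with 1.17 and 1.22 on its arrays. A loss on chromosome 9 (105973542 to 105975379) gave -0.85 and -0.83 in progeny 4, whereas a loss on chromosome 13 (54070995 to 54073263) in progeny 5 gave -1.38 and -0.64. Over the probes of the chromosome 9 loss, progeny 5 was also low, with a mean of -0.69. The remaining mice lay there between -0.39 in progeny 2 and 0.37 in the dam. The other 6 of the 10 named were all in progeny 3, on chromosomes 17, 4, 11, 15, 8 and 12, with means from -1.03 to 0.93. Among Type S candidates the arrays often differed more. The largest, a loss on chromosome 11 (43771497 to 43771556) in progeny 3, had -5.14 with the mouse in Cy5 and -0.86 with the mouse in Cy3, and a gain on chromosome 13 (88812830 to 88812889) in progeny 6 had 1.19 and 3.96. Closer pairs were a loss on chromosome 1 (50138853 to 50138912) in progeny 5 with -2.05 and -2.09, a gain on chromosome 6 (132372718 to 132372777) in progeny 6 with 1.90 and 2.31, and a loss on chromosome 3 (119601651 to 119601709) in progeny 1 with -2.84 and -2.01. These closer pairs all lay beyond the ratio of a loss to 1 copy (-1) or a gain to 3 copies (0.58). At the chromosome 1 probe the other mice ranged from -0.72 in progeny 6 to 0.83 in progeny 3. Changes of known size added to the real arrays of the progeny gave the sensitivity of the rule. A loss to 1 copy was found at 49.7% to 61.7% of places when it covered 1 probe and at 85.4% to 95.1% when it covered 2 probes, whereas a gain to 3 copies was found at 1.88% to 5.42% and 13.3% to 18.1%, and at 78.3% to 86.9% with 16 probes. The loss to 1 copy was taken as a ratio of -1. In the mice that carried the losses on chromosomes 12 and 15, the means lay from -0.64 to -0.96. For losses of that depth the shares given for a loss may be too high.

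The passing on of parental regions was counted over 25 Type L regions found in 1 parent and clear in the other, 8 of the sire and 17 of the dam. Progeny 1 to 6 carried 28%, 32%, 40%, 32%, 44% and 40% of them, a mean of 36.0%, lower than 50% in 6 of 6 progeny (exact two-sided sign-flip permutation, p = 0.0312, the smallest that 6 mice allow). All progeny were scored on the same 25 regions, so a false call in a parent lowers every share together. No progeny carried 2 of the regions of the sire and 6 of those of the dam. The progeny are thus not independent units, and this p-value does not show that true regions were passed on to fewer than 50%. The direction turned with normexp correction (69.4%), with dim probes left out (54.0%) and at an adjacent-probe threshold of 0.6 (56.0%), each without passing the exact permutation test, and the call was lost without centring (exact permutation p = 0.0625). The share also depends on how regions are made up. Of the regions of the dam, 15 had 2 probes, and 6 of these were carried by no progeny, while the regions of 3 or more probes were carried in 27 of 30 region and progeny pairs for the sire and in 7 of 12 for the dam, of which 3 are the chromosome 3 loss, which at 1 of its probes reached -2.53 in the dam and -2.36 in progeny 4, deeper than the loss of 1 copy. Over regions of 4 or more probes the direction turned, with a mean share of 86.1% (exact sign-flip permutation p = 0.0312). Without the chromosome 3 loss it was 93.3% (exact sign-flip permutation p = 0.0312). Most of these regions were pieces of the chromosome 4 gain, which all 6 progeny carried. That gain alone put every progeny above 50%, so both p-values were fixed in advance and decide nothing. The chromosome 4 gain enters the count as 5 linked pieces, the chromosome 15 loss as 3 and the chromosome 12 loss as 2. All 5 regions of 3 or more probes of the sire are pieces of the chromosome 4 gain, and the 3 pairs counted as not carried, progeny 3, 4 and 6 at its 3-probe piece, had ratios of 0.51, 0.54 and 0.54, just under a share of 0.5 of the ratio of 1.09 in the sire. Over the whole gain the sire lay at the level of 4 copies (0.98), the dam at 0.01 and all 6 progeny at the level of 3 copies (0.55 to 0.61). These values argue against a gain on only 1 of the sire's chromosomes, so 50% is not the share to test this gain against.

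Of the 149 Type L regions of the progeny, 48 had a positive parent, 32.2% (95% Clopper-Pearson interval 24.8 to 40.4). The share was 81.8% in progeny 1 and progeny 2 and 83.3% in progeny 6, against 26.3% in progeny 4, 40% in progeny 5 and 11.1% in progeny 3. Without progeny 3 it was 57.4% (44.8 to 69.3), and with dim probes left out 83.3%. The intervals cover counting error only.

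Progeny and parents were also compared over 23313 autosomal windows of 100 kb. No window passed an adjusted p of 0.05 in limma's moderated test with Benjamini-Hochberg adjustment, and 1096 had an unadjusted p below 0.05. The lowest adjusted p, 0.371, belonged to a window on chromosome 3 (4100001 to 4200000) with a difference of -0.13 ± 0.02 (SE; 6 progeny, 2 parents) and to a window on chromosome 5 (26600001 to 26700000) with -0.13 ± 0.02. In limma fits without the sire, the dam or progeny 3, 2, 2 and 5 windows passed, and without any other progeny none did. Parents and progeny were never scanned on the same day, so that scan day and generation cannot be separated within a day. With the day as a random block no window passed. The fitted correlation within a day was -0.083, and this fit is no control for scan day.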

Values the study reported

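The study reported de novo deletions in 7.1% of offspring of non-irradiated males (11 of 156) and in 20.4% of offspring of irradiated males (29 of 142), after a second array screen and quantitative PCR. For Type L deletions the shares were 5.1% and 15.5%. It listed 11 deletions in the non-irradiated group and 31 in the irradiated group. For 1 mouse of this family listed in the irradiated group, 20mGyF5 in the body of the paper but apparently named differently in its supplement, it listed 16 array candidates, of which 13 were analysed by quantitative PCR and 5 held up. The paper lists this mouse apart, among mice with several variants, which its 11 and 31 deletions do not include. All 16 of its array candidates were Type S. No other mouse of this family appears in the paper's lists of changes, so no Type L change is listed for the family.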

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

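All tests in this part except that on dim probes were chosen only after the result had been seen, and the explanation by array noise was narrowed to noise that each array carries on its own after its ratio for progeny 3 was known. Progeny 3 stood far above the other 5 progeny in 5 of 9 measures tested, where chance gives about 1 in 20 for a single measure. These 5 counts are nested in the same calls on the same arrays, so they are not separate observations. The values of progeny 3 were 2298 positive autosomal probes, 2214 positive regions, 485 private regions, 1056 de novo candidate regions and 30 Type L candidates. After its second array and quantitative PCR, the study listed no de novo change for progeny 3, of Type L or Type S.

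The number of candidates per progeny was weighed against noise. From pairs of the Cy5 array of 1 progeny with the Cy3 array of another, the count that noise of separate arrays would give was estimated, and progeny 3 exceeded it 1.67 times in all, 1.62 times for losses and 1.40 times for gains. The estimates were 669 in all, 294 for losses and 458 for gains. Losses and gains together thus exceed the estimate for all, so these ratios are rough. The estimates for its total and its gains lie above every mismatched pair and decide nothing. For its losses (475, against 347 in the highest such pair) the ratio argues only weakly against separate noise as the whole cause. Noise shared by its arrays at dim probes is not covered. For the losses of progeny 5 the ratio was 1.23, so noise of this kind may account for most of them, which does not exclude real losses among them. Over losses and gains together the ratio was 0.98, 0.99 and 1.01 in progeny 1, 2 and 4. It was 1.17 in progeny 5 and 1.13 in progeny 6. These totals lay near what mismatched arrays give, which does not exclude real changes among them. With dim probes left out, progeny 3 had 1.18 times the count of the next highest progeny, so dim probes remain an open explanation for its excess, and no biological explanation was tested, since the design names no difference between the progeny.

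Over the 8 mice, in the only relation of this kind computed, the number of positive probes followed the spread of neighbouring probes (r = 0.973, exact permutation p = 0.00112; rho = 0.810, exact permutation p = 0.0218), but without progeny 3 and 5 r was 0.697 (exact permutation p = 0.135), so the relation rests on those mice, and scan days of 2 mice each are too small for a value within a day.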

How the results depend on the processing

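Counts depended strongly on dim probes and thresholds, whereas the X ratio of progeny 4 moved by less than its spread under all 7 alternatives. In each case below the cause was not tested unless fewer probes or mice show it; the counts without progeny 3, the running median and the windows were chosen after seeing the data. Positive autosomal probes (5673) became 157 with normexp, 618 without dim probes, 9691 and 2345 at single-probe thresholds of 0.7 and 1.0, and 3375 without progeny 3. Positive regions (5396) became 88, 465, 9414, 2068 and 3182 under the same settings, and 21 by the running median. Private regions (736) became 0, 69, 1451, 261 and 251, and 1707 with the other mice within 0.4. De novo candidates (2045) became 1, 149, 3757, 678 and 989, 1185 with a parent threshold of 0.3, and 4383 when parents only had to be not positive. Type L candidates (36) became 0 with normexp, 5 without dim probes, 6 without progeny 3, 196 and 9 at adjacent-probe thresholds of 0.4 and 0.6, 9 with a parent threshold of 0.3, and 101 when parents only had to be not positive. The same-sign share (29.4%) became 49.8% with normexp and 10.8% without dim probes. Normexp shrank real differences too, the X ratio of the dam going from 0.96 to 0.50, and the thresholds were kept. The lower counts with normexp therefore do not show which calls were false.

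The transmitted share (36.0%) turned to above 50%, with 69.4% with normexp, 54.0% without dim probes and 56.0% at an adjacent-probe threshold of 0.6. Over regions of 4 or more probes it was 86.1% (exact permutation p = 0.0312). Without the chromosome 3 region as well, an alternative chosen after seeing the data, it was 93.3%. Most regions of 4 or more probes were pieces of the chromosome 4 gain that all progeny carried, so that p-value was fixed in advance and decides nothing. The share fell to 15.5% at an adjacent-probe threshold of 0.4 and 21.9% with up to 2 non-positive probes within a region, and was 35.4% without the chromosome 3 region alone. It lost its call at 36.5% without centring (exact permutation p = 0.0625) and between 34.4% and 37.6% when each progeny was left out, where 5 mice cannot give less than p = 0.0625 by exact permutation. Under every setting the progeny were scored on the same parental regions and are not independent units for this test. The share of progeny Type L regions with a positive parent (32.2%) became 100% with normexp, 83.3% without dim probes and 14.6% at an adjacent-probe threshold of 0.4, and lay between 27.7% and 57.4% when each progeny was left out. Sex chromosome ratios shrank with normexp to -0.39 (Y, progeny 4), -0.28 (Y, dam) and 0.50 (X, dam), and without dim probes to -1.41 (Y, progeny 4) and -1.20 (Y, dam). Windows past the threshold (0) became 1 with marked features kept, 1 with the mouse in Cy3 only, and 0 to 5 when each mouse was left out, being 2 without the sire, 2 without the dam and 5 without progeny 3. Leaving out a parent left 1 mouse in that arm, which limma assumed to vary like the others. The correction for GC content, the gene by gene fit and the gene lists were not run. Without probes close to background most single-probe calls were lost. No paired analysis was possible because the replicate numbers name different mice of 1 family and pair no samples across groups.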

Other observations

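All tests in this part were chosen only after the results had been seen. The loss to about -1.5 on chromosome 3 and the chromosome 9 gain of the dam were both found in progeny 4, 5 and 6 and in no other progeny. At the probe on chromosome 3 from 25420976 to 25421035 the dam had -2.53 and progeny 4, 5 and 6 had -2.36, -2.37 and -2.39, and at the probe on chromosome 7 from 141019208 to 141019267 the dam had -2.10 and these progeny -2.26, -1.96 and -2.53, while the other mice lay between -0.08 and 0.08. On the first array screen alone, progeny 5 and 6, between which the naming of the mouse with several changes quoted above is unsettled, had 301 and 135 Type S loss candidates. Both counts are higher than the number of array candidates quoted from the study above. Those had also passed a second array and, for small changes, visual inspection of the plots, neither used here.

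Progeny 4 showed 1 X and no Y signal. A mouse from outside the family that lacks the family's gains is argued against by its means over the chromosome 4 gain of the sire and the chromosome 9 gain of the dam, the lower being 0.55, although another carrier from the colony is not excluded. A mixture with cells that hold a Y is argued against by the higher of its Y ratios, -2.65, a size that depends on background; its Y median of -3.07 lay between those of the dam (-3.29) and progeny 5 (-2.63), and against the dam (-1.20 and -0.28) it was lower without dim probes (-1.41) and with normexp (-0.39). A mixture with XX cells is argued against by the higher of its X ratios, 0.064, and a small share of either kind of cell is not excluded. Loss of a sex chromosome may explain the pattern, since of 4 equal parts of the X probes the part farthest from 0 had a ratio of -0.052, but the Y probes cover a single stretch, so that a partial loss of the Y stays open, as does, untested, any link to the exposure that the title of the series gives for the father.

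Picked from the parents alone, 9 autosome-placed probes were below -1 on both arrays of the dam and within 0.25 of 0 on both arrays of the sire, and their median was -1.40, -1.37 and -1.46 in progeny 4, 5 and 6 and between -0.04 and -0.01 in the others. At the probes below -2 in the dam, the lowest progeny ratio reached -2.39 where it was least low, which argues against an autosomal loss passed on by the dam, since the sire would leave each progeny a copy. Separate losses passed on by the dam were first tested by the share of probes below -0.5, over all 9 probes (2 of 6 progeny under 10% or over 90%) and then over the 7 less deep ones (4 of 6 progeny between these shares), which decides nothing because the chromosome 15 loss and a chromosome 6 probe that varied alone give the mixed shares. In a further test set up when these outcomes were known, 5 of the 7 chromosomes shared 1 pattern, low in progeny 4, 5 and 6 alone, against at most 4 in 100000 draws of independent passing on (p = 1e-05, the smallest the draws can give), which argues against separate losses on these 5 chromosomes and leaves them open for the probes on chromosomes 15 and 6. Sequence shared with the Y chromosome may explain the deep probes, since in 6 of 6 progeny the median of the 9 probes and the Y ratio fell on the same side, but their sequences were not used here and this remains a hypothesis.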
